A study of Mus musculus with 12 samples. Its data were reported in "Temporal clustering of gene expression links the metabolic transcription factor HNF4α to the ER stress-dependent gene regulatory network" (2013).

How the data were processed

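The series holds 12 liver samples, 3 animals in each of 4 groups: wild-type or Atf6a-/- mice, of varying age and of either sex, given tunicamycin or vehicle. Per the labels, tunicamycin was dosed at 1 mg/kg with 150 mM dextrose as the vehicle, RNA was taken 34 h after the injection, and each array measured 1 animal. The source field of the same labels says 8 h, while the titles and the protocol say 34 h, and 34 h is used here. Age and sex are not given per animal.

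The deposited table holds log2 values that the authors made with RMA (background correction, quantile normalization and median polish, with affy and limma named in the processing notes and no versions given). It has 45101 features, from which 64 AFFX control probe sets were taken out of the tests, leaving 45037. The values run from 2.38 to 14.91 and the quartiles of all arrays are nearly equal, as RMA gives. They were used as deposited, with no further normalization and no filter on dim probe sets. The platform table links 34945 probe sets to 1 gene symbol, 932 to several and 9160 to none, and 34741 of the first have an Entrez identifier in the RefSeq table. For statements on genes, the probe set with the highest mean over all 12 arrays stood for each of 18193 genes. No genome position was used. The highest correlation of a pair of arrays was 0.995, and no arrays were identical.

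A model with 1 mean per group was fitted per probe set with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with 5 contrasts: the tunicamycin response of each genotype, the difference between genotypes after tunicamycin and after vehicle, and the interaction of genotype and treatment. Tests were two-sided with Benjamini-Hochberg adjustment within a contrast. A probe set changed at adjusted p under 0.05 and over 1.5-fold, the fold that the study uses. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

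The 31 gene lists, with 512 of 561 members measured, were fixed before the data were examined, as were the comparisons, the tests, the rule for named genes and all alternatives except the spike-in scaling. They cover the ER and its stress responses with ER chaperones and folding enzymes, ER-associated degradation, ATF6a-dependent genes and metabolic genes that the study names, PERK and ATF4 targets, aminoacyl-tRNA synthetases, translocation, glycosylation and ER-Golgi transport, and proteasome subunits. For hepatocyte functions they hold fatty acid oxidation and ketogenesis, fatty acid and triglyceride synthesis, cholesterol synthesis and uptake, apolipoproteins and lipoprotein assembly, bile acid synthesis and transport, drug-metabolising enzymes, glucose and glycogen metabolism, urea cycle and amino acid catabolism, liver-enriched transcription factors and cofactors, acute-phase proteins, and coagulation and complement. Cell division, p53 targets and apoptosis, NRF2 targets, circadian clock and sex-dimorphic liver genes form further lists. Markers stand for Kupffer cells and macrophages, neutrophils, lymphocytes, endothelial cells, stellate cells and fibroblasts, cholangiocytes, and red cells. The 2 lists from the study hold genes that it names for these samples and are not independent evidence. It followed the metabolic genes by PCR over time as well, and the other 5 genes it cites as targets of ATF6a from earlier work. Each list was tested with camera at a preset correlation of 0.01 between genes and again with a correlation estimated for each list, adjusted over the 31 lists of a contrast. Members that passed were counted with adjustment over all probe sets and with adjustment over the list alone. fry was run as well: its directional test asks whether a list's genes move one way on balance and its mixed test whether they change in either direction, and neither compares the list with other genes. Ranges of the adjusted p of a list over the alternatives include the directional fry test.

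Named genes are Atf6, Atf6b, Xbp1, Ddit3 and the lists of the study. To these come, from each list, up to 2 members with the largest rise and up to 2 with the largest fall among those changed (where none changed, the 2 with the largest difference). The last part is the 10 largest rises and falls among changed genes in which the groups did not overlap and the higher group had a mean of at least 7. Examples were taken from named genes whose call held under every alternative, except where an alternative is given beside the gene. This choice among them was made after their values were seen. Of 82, 101, 101, 76 and 89 named genes in the 5 contrasts in the order above (wild-type response, genotypes after tunicamycin, Atf6a-/- response, genotypes after vehicle, interaction), the call held in 61, 78, 86, 74 and 68. No named gene had a probe set that changed the opposite way.

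Alternatives were tried 1 at a time: quantile normalization again, cyclic loess, centring on the array median, a shift of each array by Btf3 and Ppia (the reference genes of the study's PCR), and a shift by the hybridisation spike-ins, added after these were seen to be dimmer on tunicamycin arrays. Ppia was measured by a probe set with 2 gene symbols. Further ones were a filter on dim probe sets, unadjusted p, other fold thresholds, counting by gene, an intensity trend with a robust prior, array weights, only the arrays of the compared groups, the t-test of the study's methods, the replicate number as a block, the Xist level as a covariate, and each array left out in turn. Arrays were split in other ways, all 10 for simple contrasts and 100 drawn at random for the interaction. The methods were tested on simulated data: with 200 of 45037 probe sets seeded, 88%, 88%, 80%, 92% and 38% of 2-fold differences were recovered in the 5 contrasts, and over 20 data sets without effects at most 3 probe sets were called in a data set. Of 3 lists shifted by 0.5 in a simulated data set all 3 were called, with 1 other. Simulated probe sets were drawn independently of each other. Without effects they gave at most 3 called lists over the 5 contrasts, against 4 to 11 in each split of the vehicle arrays. They thus understate chance list calls. Arrays of other time points in the study were not analysed here.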

Results

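Liver RNA of 12 mice was measured on Affymetrix whole-genome arrays, with 1 array per animal. Wild-type mice and mice that lack ATF6a, an endoplasmic reticulum (ER) membrane protein whose cleaved part is a transcription factor, had received tunicamycin at 1 mg/kg or vehicle into the peritoneum 34 h earlier. Tunicamycin inhibits N-linked glycosylation and so causes unfolded proteins to gather in the ER. The design gave 4 groups of 3 animals. The first principal component of all genes held 68.3% of the variance. Vehicle arrays of both genotypes lay between -61.5 and -55.8 on it, Atf6a-/- tunicamycin arrays between 113.6 and 119.9, and the wild-type tunicamycin arrays of animals 1, 2 and 3 at -12.9, 29.5 and -11.9, so that animal 2 stood apart from its group. Xist, which is transcribed from the inactive X chromosome, was high in animal 1 of the wild-type vehicle, Atf6a-/- vehicle and Atf6a-/- tunicamycin groups and in no wild-type tunicamycin animal. Hybridisation spike-ins were dimmer on the tunicamycin arrays, with group means of 9.02 and 8.70 in wild-type livers and of 8.96 and 8.47 in Atf6a-/- livers after vehicle and after tunicamycin. The signal difference between the 3' and 5' probe sets of the actin control had a mean of 0.93 in Atf6a-/- livers after tunicamycin and of 1.17, 1.14 and 1.17 in wild-type vehicle, Atf6a-/- vehicle and wild-type tunicamycin livers. Changes are log2 differences of group means ± SE from limma with 3 animals per group, unless a fold is named. No fold is given, and the difference is read as a lower bound, where the lower group lay under the highest array median of 4.71, as in Psat1 before the response, Acot5 where low, and Otc, Ces1d, Ces1f, Abcg5 and Ppargc1a in Atf6a-/- livers after tunicamycin.

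Atf6 itself was measured in every animal before any other gene. With the brightest of its 3 probe sets, its log2 levels were 8.54, 8.42 and 8.49 in wild-type and 6.89, 6.85 and 6.60 in Atf6a-/- livers after vehicle, and 9.30, 9.72 and 9.49 and 9.60, 9.81 and 9.23 after tunicamycin. The transcript was thus 3.26-fold lower in Atf6a-/- livers after vehicle (-1.71 ± 0.15, adjusted p = 0.00611) and did not pass the test between genotypes after tunicamycin (0.04 ± 0.15, adjusted p = 0.922). Tunicamycin raised it by 1.02 ± 0.15 in wild-type and by 2.77 ± 0.15 in Atf6a-/- livers. Both other Atf6 probe sets differed by -0.55 and -0.70 between genotypes after vehicle, and the dimmest of the 3 was 1.43 higher in Atf6a-/- livers after tunicamycin (adjusted p = 3.03e-05). With the mean of its 3 probe sets, Atf6 was 0.67 higher in Atf6a-/- livers after tunicamycin (adjusted p = 6.80e-04, range over alternatives 6.80e-04 to 0.994). Which part of the gene is deleted is not stated in the labels, and a probe set outside the deleted part checks nothing. Atf6b, which encodes a related ER transcription factor, rose in wild-type (1.20 ± 0.18, adjusted p = 0.00167) and in Atf6a-/- livers (1.33 ± 0.18, adjusted p = 1.16e-04). After tunicamycin it was higher in Atf6a-/- livers (0.61 ± 0.18, adjusted p = 0.033), a call lost without wild-type tunicamycin animal 2 or 3 or Atf6a-/- tunicamycin animal 1 or 2 (adjusted p = 0.0584, 0.147, 0.0724 and 0.135, range 0.0167 to 0.416), and its interaction did not pass (0.12, adjusted p = 0.866).

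**Figure D1:**
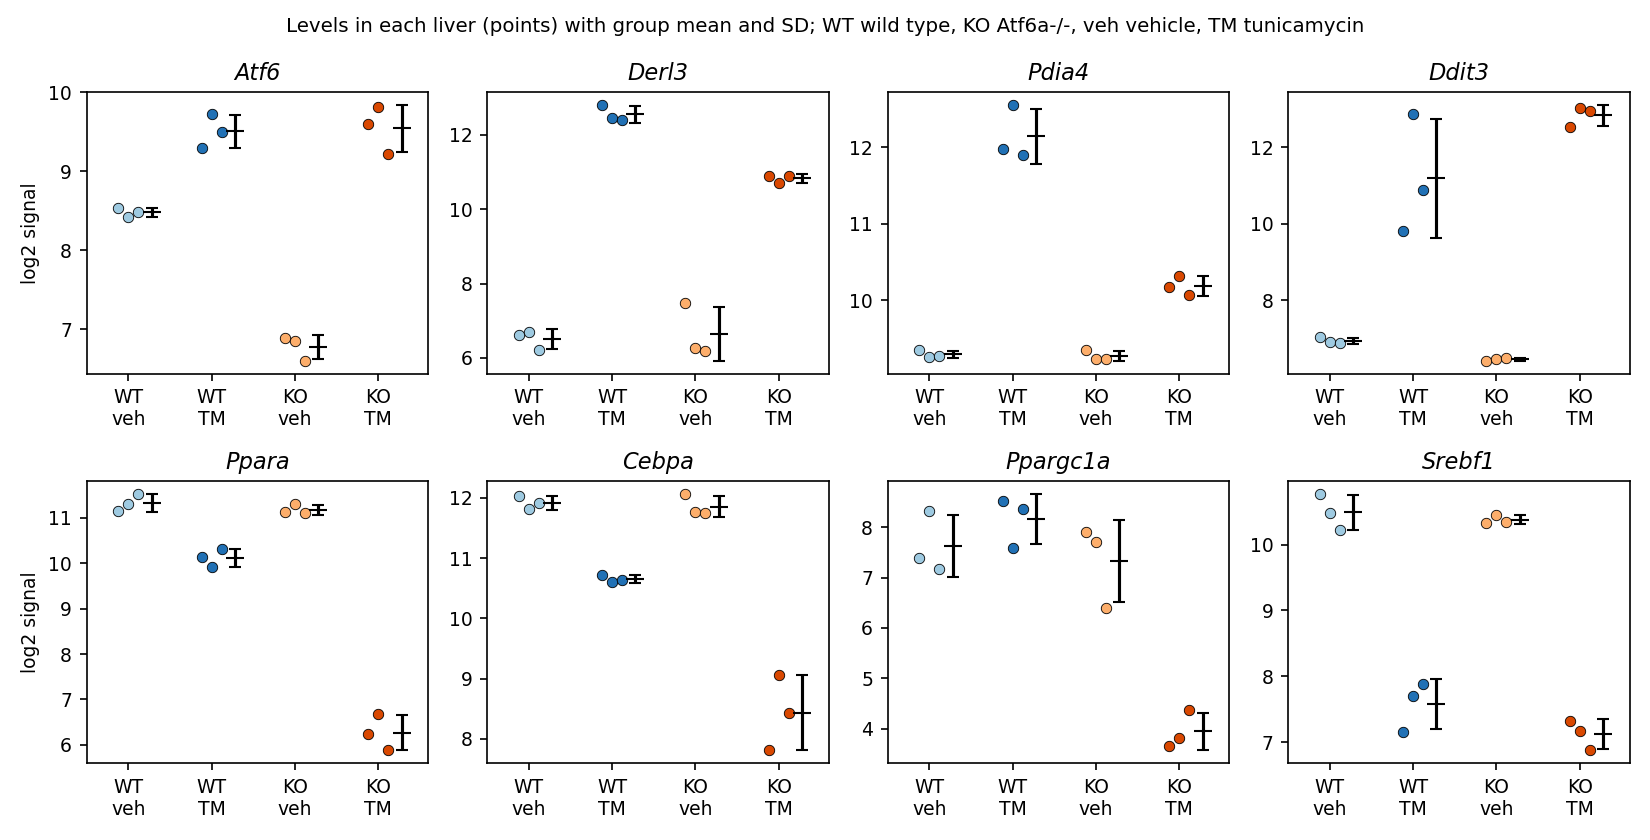
Log2 level (vertical axis) of 8 genes in each liver, with points for the 3 animals of each of the 4 groups and the group mean with its SD. Atf6 had group means of 8.48 and 6.78 in wild-type and Atf6a-/- livers after vehicle and of 9.51 and 9.55 after tunicamycin, while Ppara, Cebpa and Ppargc1a were lowest in Atf6a-/- livers after tunicamycin.

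The first comparison asked how normal liver was altered 34 h after tunicamycin. Most ER chaperones and folding enzymes rose (21 of 22, adjusted p = 0.0299 with an estimated correlation), while parts of the lists of lipid synthesis, bile acid synthesis and drug metabolism fell, with calls lost under an estimated correlation (adjusted p = 0.0893, 0.198 and 0.102). Derl3, a derlin that takes part in the disposal of misfolded ER proteins, rose 65.7-fold (6.04 ± 0.28, adjusted p = 1.19e-06), and Creld2, an ER-resident stress protein, rose 35.5-fold (5.15 ± 0.24, adjusted p = 1.19e-06). Srebf1, the regulator of fatty acid synthesis genes, fell 7.51-fold (-2.91 ± 0.19, adjusted p = 1.25e-05), and Thrsp, a lipogenic protein, fell 33.7-fold (-5.08 ± 0.63, adjusted p = 5.50e-04). In all, 1179 probe sets rose and 1174 fell, 2353 of the 45037 tested, for 1330 genes. Without wild-type tunicamycin animal 2 the count was 2015.

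Among ER chaperones and folding enzymes, 21 of 22 rose and 0 fell, or 21 and 0 adjusted over the list alone (median 1.83, camera adjusted p = 1.01e-34, adjusted p = 0.0299 with an estimated correlation), with Sdf2l1, a chaperone cofactor, at 4.40 ± 0.19. Of ER-associated degradation genes, 12 of 16 rose and 0 fell, or 12 and 0 adjusted over the list alone (median 1.13, camera adjusted p = 1.94e-17, adjusted p = 0.0667 with an estimated correlation), and Syvn1, the ubiquitin ligase of this pathway, rose by 3.05 ± 0.27. All 5 ATF6a-dependent genes named by the study for these samples rose (5 adjusted over the list alone, median 2.47, camera adjusted p = 1.10e-13, adjusted p = 0.0284 with an estimated correlation), which is not independent evidence of their direction. They were Derl3, Dnajb11 (2.41 ± 0.17), Hsp90b1 (1.44 ± 0.16), Dnajc3 (2.47 ± 0.19) and Pdia4 (2.85 ± 0.15). Genes of translocation, glycosylation and ER-Golgi transport moved the same way: 24 of 33 rose and 0 fell, or 25 and 0 adjusted over the list alone (median 1.06, camera adjusted p = 8.46e-28, adjusted p = 0.0893 with an estimated correlation). For targets of PERK and ATF4, the branch that slows translation and supplies amino acids, 8 of 23 rose and 0 fell, or 12 and 0 adjusted over the list alone (median 0.80, camera adjusted p = 8.87e-09, adjusted p = 0.102 with an estimated correlation). Ddit3, which encodes the stress factor CHOP, rose by 4.25 ± 0.54, Nupr1, a stress-induced chromatin protein, by 5.09 ± 0.40, and Psat1, an enzyme of serine synthesis, by 4.78 ± 0.44. Of aminoacyl-tRNA synthetases, which charge tRNAs, 5 of 12 rose and 0 fell, or 6 and 0 adjusted over the list alone (median 0.70, camera adjusted p = 4.89e-04, adjusted p = 0.32 with an estimated correlation). Proteasome subunits, which degrade ubiquitinated proteins, were lower on balance: 1 of 31 rose and 8 fell, or 1 and 9 adjusted over the list alone (median -0.45, camera adjusted p = 2.70e-06, adjusted p = 0.389 with an estimated correlation). Xbp1, the factor activated by IRE1 splicing, did not pass the test (0.25 ± 0.19, adjusted p = 0.588).

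Parts of several metabolic lists fell. Of fatty acid and triglyceride synthesis genes, 0 of 20 rose and 9 fell, or 0 and 12 adjusted over the list alone (median -1.09, camera adjusted p = 3.09e-09, adjusted p = 0.0893 with an estimated correlation), with Scd1, a fatty acid desaturase, at -3.33 ± 0.47. Among genes of cholesterol synthesis and uptake, 1 of 19 rose and 9 fell, or 2 and 12 adjusted over the list alone (median -0.82, camera adjusted p = 3.12e-06, adjusted p = 0.241 with an estimated correlation), and Idi1 and Nsdhl, both enzymes of sterol synthesis, fell by 3.45 ± 0.37 and 2.31 ± 0.36. Bile acid synthesis and transport was lower (0 of 18 rose and 7 fell, or 0 and 9 adjusted over the list alone; median -0.98, camera adjusted p = 1.35e-05, adjusted p = 0.198 with an estimated correlation), including Cyp7a1, the rate-limiting enzyme, at -2.28 ± 0.38. For drug-metabolising enzymes, 1 of 18 rose and 8 fell, or 1 and 10 adjusted over the list alone (median -0.78, camera adjusted p = 6.68e-06, adjusted p = 0.102 with an estimated correlation), and Cyp1a2, a cytochrome P450, fell by 2.79 ± 0.34. In the list of fatty acid oxidation and ketogenesis, 0 of 22 rose and 8 fell, or 0 and 8 adjusted over the list alone (median -0.33, camera adjusted p = 2.06e-06, adjusted p = 0.198 with an estimated correlation). Liver-enriched transcription factors and cofactors were lower on balance: 0 of 19 rose and 5 fell, or 0 and 9 adjusted over the list alone (median -0.58, camera adjusted p = 1.82e-05, adjusted p = 0.125 with an estimated correlation). Cebpa, a factor of hepatocyte differentiation, fell by 1.26 ± 0.24 and Ppara, the regulator of fatty acid oxidation, by 1.20 ± 0.18. Of the metabolic genes named by the study for these samples, 0 of 9 rose and 3 fell, or 0 and 4 adjusted over the list alone (median -0.53, camera adjusted p = 2.60e-04, adjusted p = 0.0998 with an estimated correlation), which is not independent evidence. Fasn, fatty acid synthase, did not pass (-1.30 ± 0.39, adjusted p = 0.0754) but passed without wild-type tunicamycin animal 2 (-1.85, adjusted p = 0.00152), with adjusted p from 0.00152 to 0.224 over the alternatives.

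Parts of the lists of secreted liver proteins fell. For coagulation and complement, 0 of 23 rose and 5 fell, or 0 and 7 adjusted over the list alone (median -0.64, camera adjusted p = 1.27e-07, adjusted p = 0.235 with an estimated correlation), with Mbl1, a lectin of complement activation, at -1.37 ± 0.21. Of apolipoproteins and lipoprotein assembly genes, 0 of 20 rose and 3 fell, or 0 and 5 adjusted over the list alone (median -0.43, camera adjusted p = 6.03e-05, adjusted p = 0.235 with an estimated correlation). Among acute-phase proteins, 1 of 19 rose and 2 fell, or 1 and 5 adjusted over the list alone (median -0.33, camera adjusted p = 0.0288, adjusted p = 0.463 with an estimated correlation). Apcs, serum amyloid P, rose by 2.06 ± 0.26 and Saa4 fell by 2.06 ± 0.29. The acute-phase call was lost without wild-type vehicle animal 3 (adjusted p = 0.0736) or wild-type tunicamycin animal 2 (adjusted p = 0.195), within a range over alternatives of 0.00582 to 0.463. Urea cycle and amino acid catabolism genes had a negative median that turned to 0.004 with the spike-in scaling: 0 of 17 rose and 1 fell, or 0 and 1 adjusted over the list alone (median -0.32, camera adjusted p = 0.0461, adjusted p = 0.497 with an estimated correlation). Without wild-type vehicle animal 1 or 3 or wild-type tunicamycin animal 2, the adjusted p of that list was 0.132, 0.143 and 0.425, within a range of 0.00511 to 0.497. Glucose and glycogen metabolism did not pass (1 of 12 rose and 1 fell, or 2 and 1 adjusted over the list alone, camera adjusted p = 0.385), and passed without wild-type tunicamycin animal 1 (adjusted p = 0.0441, range 0.0441 to 0.986).

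Of Kupffer cell and macrophage markers, 1 of 14 rose and 5 fell, or 1 and 6 adjusted over the list alone (median -0.54, camera adjusted p = 0.00617, adjusted p = 0.31 with an estimated correlation), with Clec4f, a Kupffer cell lectin, at -1.34 ± 0.26. Among endothelial cell markers, 0 of 14 rose and 0 fell, or 0 and 1 adjusted over the list alone (median -0.42, camera adjusted p = 5.44e-04, adjusted p = 0.275 with an estimated correlation). For stellate cell and fibroblast markers, 0 of 14 rose and 1 fell, or 0 and 1 adjusted over the list alone (median -0.45, camera adjusted p = 0.00806, adjusted p = 0.235 with an estimated correlation), with Colec11, a stellate cell collectin, at -0.83 ± 0.14. Neutrophil markers were called upward (1 of 11 rose and 0 fell, or 1 and 0 adjusted over the list alone; median 0.13, camera adjusted p = 0.0334, adjusted p = 0.328 with an estimated correlation), and S100a8, a calcium-binding protein of neutrophils, rose by 2.31 ± 0.44. The neutrophil call was lost without wild-type vehicle animal 3, wild-type tunicamycin animal 1 or animal 3 (adjusted p = 0.0777, 0.141 and 0.0844), within a range of 0.00642 to 0.328. Of lymphocyte markers, 0 of 12 rose and 0 fell, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.174). In cholangiocyte markers, 1 of 7 rose and 0 fell, or 1 and 0 adjusted over the list alone (camera adjusted p = 0.134), and in red cell markers, 0 of 4 rose and 0 fell, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.679). Among sex-dimorphic liver genes, 0 of 14 rose and 0 fell, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.521), and the list passed with the Xist level as a covariate (mean -1.084, adjusted p = 0.0389, range 0.0389 to 0.896).

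Camera called 23 of 31 lists, 7 upward and 16 downward, and 2 with an estimated correlation, ER chaperones and ATF6a-dependent genes. In each of the 23 the estimated correlation gave the highest adjusted p tried, with the lowest between 3.19e-50 and 0.00642. All 3 animals of 1 group lay beyond all 3 of the other in the means of 19 of the 23 called lists, against 10% by chance in lists not picked by their call. They did so in all 67 named genes that changed, which is no further evidence, since the naming rule picks changed and in part separated genes. Of the lists, proteasome subunits, urea cycle, cell division and stellate cell markers were the exceptions. The spike-in scaling moved the median of all genes by 0.32 and gave 4493 changed probe sets.

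**Figure D2:**
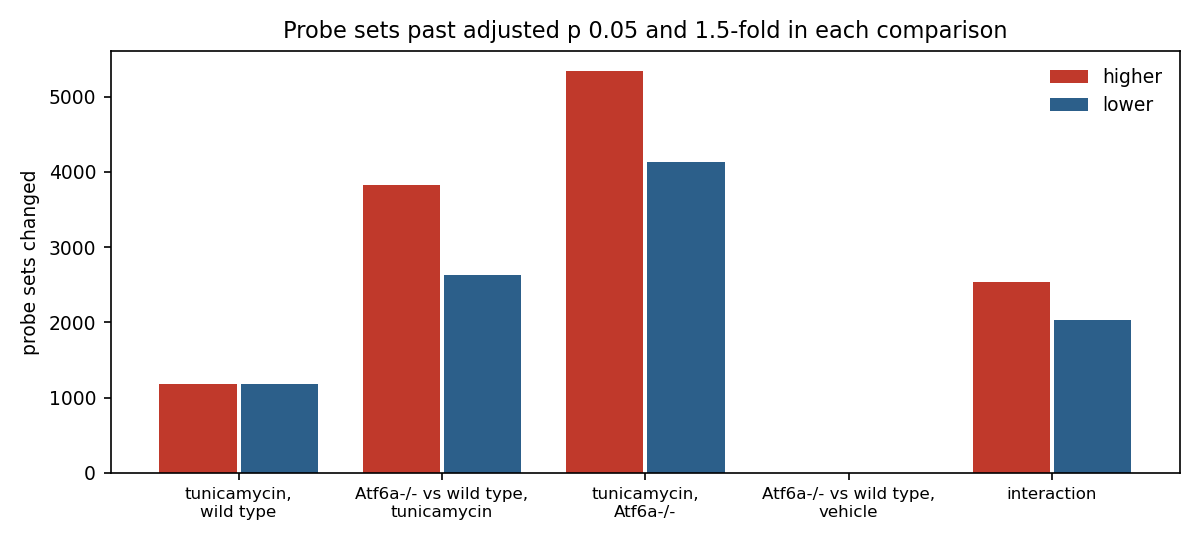
Number of probe sets (axis from 0) that were higher or lower in each comparison at adjusted p under 0.05 and over 1.5-fold, as bars. Tunicamycin changed 2353 probe sets in wild-type and 9480 in Atf6a-/- livers, and the genotypes differed in 6458 after tunicamycin and in 1 after vehicle.

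The second comparison set Atf6a-/- against wild-type livers after tunicamycin, to find which genes differed by genotype under ER stress. Most lists of hepatocyte metabolism and secreted proteins were called lower in Atf6a-/- livers, calls lost with an estimated correlation (adjusted p = 0.076 to 0.232), and cholesterol synthesis was not called. Acaa1b, a thiolase of peroxisomal fatty acid oxidation, was 114-fold lower (-6.83 ± 0.34, adjusted p = 2.03e-07), and Otc, a urea cycle enzyme, differed by -6.79 ± 0.32 (adjusted p = 1.33e-07). Some ER chaperones were lower too, Pdia4 by 3.89-fold (-1.96 ± 0.15, adjusted p = 4.48e-06), while parts of the lists of tRNA charging (8 of 12), proteasome (14 of 31) and ER-Golgi transport (16 of 33) were higher, with calls lost under an estimated correlation (adjusted p = 0.32, 0.332 and 0.382). Among single genes, Acot5, an acyl-CoA thioesterase, was higher by 6.01 ± 0.22 (adjusted p = 3.12e-08) and Cd14, a receptor for bacterial lipopolysaccharide, was 31.6-fold higher (4.98 ± 0.37, adjusted p = 3.89e-06). Of 45037 probe sets, 3825 were higher and 2633 lower, 6458 in all, for 3586 genes. The count was 7515 without wild-type tunicamycin animal 2.

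In the list of ER chaperones and folding enzymes, 2 of 22 were higher and 6 lower, or 2 and 6 adjusted over the list alone (median -0.34, camera adjusted p = 0.00179, adjusted p = 0.461 with an estimated correlation). Creld2 differed by -2.43 ± 0.24, adjusted p = 2.63e-05 and Ero1a, an oxidase of the ER, by 1.40 ± 0.14, adjusted p = 2.36e-05. Of the ATF6a-dependent genes named by the study for these samples, 0 of 5 were higher and 3 lower, or 0 and 3 adjusted over the list alone (median -1.55, camera adjusted p = 3.37e-04, adjusted p = 0.127 with an estimated correlation), which is not independent evidence. Derl3 (-1.72 ± 0.28), Dnajb11 (-1.55 ± 0.17) and Pdia4 passed, and Hsp90b1 (-0.43 ± 0.16, adjusted p = 0.0876) and Dnajc3 (-0.33 ± 0.19, adjusted p = 0.306) did not. With the mean of all probe sets of a gene these were at -0.60 (adjusted p = 0.0284) and -0.80 (adjusted p = 0.00232) and passed, over ranges of 3.65e-04 to 0.291 and 0.00232 to 0.709. ER-associated degradation did not pass as a list (3 of 16 were higher and 2 lower, or 4 and 2 adjusted over the list alone, camera adjusted p = 0.641): Ufd1, which extracts ubiquitinated proteins, was higher by 1.31 ± 0.18 and Herpud1, a scaffold of the pathway, differed by -1.38 ± 0.24. For aminoacyl-tRNA synthetases, 8 of 12 were higher and 0 lower, or 10 and 0 adjusted over the list alone (median 0.98, camera adjusted p = 3.65e-05, adjusted p = 0.32 with an estimated correlation). Among genes of translocation, glycosylation and ER-Golgi transport, 16 of 33 were higher and 1 lower, or 17 and 1 adjusted over the list alone (median 0.64, camera adjusted p = 2.38e-06, adjusted p = 0.382 with an estimated correlation), with Arfgap3, a coat regulator of Golgi transport, at 2.21 ± 0.34. Of proteasome subunits, 14 of 31 were higher and 0 lower, or 15 and 0 adjusted over the list alone (median 0.56, camera adjusted p = 4.50e-10, adjusted p = 0.332 with an estimated correlation). PERK and ATF4 targets missed the list test (8 of 23 were higher and 2 lower, or 12 and 2 adjusted over the list alone, camera adjusted p = 0.0517) and passed it without wild-type tunicamycin animal 2 (adjusted p = 0.00192) or Atf6a-/- tunicamycin animal 3 (adjusted p = 0.0203), and with the mean of probe sets, the replicate block or Btf3 and Ppia scaling (adjusted p = 0.0334, 0.0376 and 8.17e-06), within a range of 8.17e-06 to 0.545. Ppp1r15a, a phosphatase subunit that restores translation, was higher by 2.45 ± 0.33 and Psat1 by 2.38 ± 0.44. Ddit3 did not pass (1.64 ± 0.54, adjusted p = 0.0533) but did without wild-type tunicamycin animal 2 (2.48, adjusted p = 2.70e-05), with adjusted p from 2.70e-05 to 0.174 over the alternatives. Xbp1 did not pass (-0.18 ± 0.19, adjusted p = 0.665) except with the Btf3 and Ppia scaling (-0.61, adjusted p = 0.0105, range 0.0105 to 0.986).

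Most metabolic lists were called lower in Atf6a-/- livers. For fatty acid oxidation and ketogenesis, 0 of 22 were higher and 13 lower, or 0 and 13 adjusted over the list alone (median -0.84, camera adjusted p = 1.76e-13, adjusted p = 0.076 with an estimated correlation), with Cpt1a, which brings fatty acids into mitochondria, at -2.12 ± 0.14. Of fatty acid and triglyceride synthesis genes, 1 of 20 was higher and 8 lower, or 1 and 10 adjusted over the list alone (median -0.62, camera adjusted p = 2.55e-04, adjusted p = 0.232 with an estimated correlation), Dgat2, which completes triglycerides, at -3.24 ± 0.27 and Acaca, acetyl-CoA carboxylase, at 1.06 ± 0.24. Cholesterol synthesis and uptake did not pass as a list (1 of 19 was higher and 4 lower, or 3 and 6 adjusted over the list alone, camera adjusted p = 0.365). Among apolipoproteins and lipoprotein assembly genes, 0 of 20 were higher and 16 lower, or 0 and 16 adjusted over the list alone (median -1.58, camera adjusted p = 1.95e-13, adjusted p = 0.076 with an estimated correlation), with Abcg5, a sterol exporter, at -5.54 ± 0.24. In bile acid synthesis and transport, 0 of 18 were higher and 11 lower, or 0 and 12 adjusted over the list alone (median -1.34, camera adjusted p = 1.53e-09, adjusted p = 0.085 with an estimated correlation), and Slc10a1, the bile acid importer of hepatocytes, differed by -6.35 ± 0.26. Of drug-metabolising enzymes, 2 of 18 were higher and 14 lower, or 2 and 14 adjusted over the list alone (median -2.03, camera adjusted p = 6.90e-10, adjusted p = 0.076 with an estimated correlation), with Ces1d, a carboxylesterase, at -6.00 ± 0.43. In glucose and glycogen metabolism, 0 of 12 were higher and 9 lower, or 0 and 9 adjusted over the list alone (median -1.74, camera adjusted p = 6.93e-07, adjusted p = 0.129 with an estimated correlation), with Pck1, an enzyme of gluconeogenesis, at -5.80 ± 0.50. The list of urea cycle and amino acid catabolism followed: 0 of 17 were higher and 16 lower, or 0 and 16 adjusted over the list alone (median -2.05, camera adjusted p = 3.14e-13, adjusted p = 0.085 with an estimated correlation). Of the metabolic genes named by the study for these samples, 1 of 9 was higher and 6 lower, or 1 and 6 adjusted over the list alone (median -2.12, camera adjusted p = 1.36e-05, adjusted p = 0.076 with an estimated correlation), which is not independent evidence.

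Transcription factors and secreted proteins of hepatocytes were lower as well. Of liver-enriched transcription factors and cofactors, 0 of 19 were higher and 15 lower, or 1 and 17 adjusted over the list alone (median -1.18, camera adjusted p = 4.39e-12, adjusted p = 0.076 with an estimated correlation). Ppara differed by -3.85 ± 0.18, adjusted p = 1.33e-07, Cebpa by -2.22 ± 0.24, adjusted p = 4.61e-05, Ppargc1a, a coactivator of oxidative metabolism and gluconeogenesis, by -4.21 ± 0.41, adjusted p = 2.36e-05, and Nr1i3, a nuclear receptor for foreign compounds, by -3.93 ± 0.30, adjusted p = 4.96e-06. For coagulation and complement, 1 of 23 was higher and 17 lower, or 1 and 17 adjusted over the list alone (median -1.67, camera adjusted p = 1.76e-13, adjusted p = 0.126 with an estimated correlation), with coagulation factor F7 at -5.16 ± 0.26 and the thrombin inhibitor Serpind1 at -4.77 ± 0.16. Among acute-phase proteins, 1 of 19 was higher and 10 lower, or 3 and 10 adjusted over the list alone (median -1.22, camera adjusted p = 9.57e-07, adjusted p = 0.232 with an estimated correlation). Srebf1 (-0.45 ± 0.19, adjusted p = 0.142) and Srebf2, the regulator of cholesterol synthesis (-0.11 ± 0.14, adjusted p = 0.732), did not pass. Srebf1 passed without wild-type tunicamycin animal 1 (-0.67, adjusted p = 0.0194), with adjusted p from 0.0142 to 0.454 over the alternatives.

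No marker list of another cell type passed between the genotypes after tunicamycin, although single markers did. Of Kupffer cell and macrophage markers, 2 of 14 were higher and 0 lower, or 2 and 0 adjusted over the list alone (camera adjusted p = 0.641), and the 2 higher ones were Cd14 and Cd68, a lysosomal protein of macrophages (2.93 ± 0.34, adjusted p = 9.48e-05). Among neutrophil markers, 2 of 11 were higher and 0 lower, or 2 and 0 adjusted over the list alone (camera adjusted p = 0.588), with S100a8 at 2.22 ± 0.44, adjusted p = 0.00366. In lymphocyte markers, 0 of 12 were higher and 0 lower, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.656), and in endothelial cell markers, 1 of 14 was higher and 0 lower, or 1 and 0 adjusted over the list alone (camera adjusted p = 0.931). Of stellate cell and fibroblast markers, 0 of 14 were higher and 0 lower, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.641). For cholangiocyte markers, 0 of 7 were higher and 1 lower, or 0 and 1 adjusted over the list alone (camera adjusted p = 0.345), with Krt23, a keratin, at -2.08 ± 0.43, adjusted p = 0.00411. Red cell markers (0 of 4 were higher and 0 lower, or 0 and 0 adjusted over the list alone, camera adjusted p = 0.656) and sex-dimorphic liver genes (0 of 14 were higher and 0 lower, or 0 and 0 adjusted over the list alone, camera adjusted p = 0.542) did not pass either. Median and mean differed in sign for Kupffer cell markers (-0.09 and 0.45, test upward) and for endothelial markers (-0.03 and 0.04, test downward).

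Camera called 16 of 31 lists, 3 upward and 13 downward, and 0 with an estimated correlation. That correlation gave the 16 their highest adjusted p tried (0.076 to 0.461), with the lowest between 2.69e-15 and 1.69e-04. The 16 list means were each apart in all animals of both groups. Of the 86 named genes that differed, picked in the same way, Ugdh, Arntl and S100a9 were not apart. Scaling by Btf3 and Ppia moved the median of all genes by -0.43 and the spike-in scaling by 0.23, with 11198 changed probe sets under the first.

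The third comparison measured the tunicamycin response of Atf6a-/- livers. Nupr1 rose 160-fold (7.32 ± 0.40, adjusted p = 1.26e-07), Ddit3 83.5-fold (6.38 ± 0.54, adjusted p = 2.87e-06) and Psat1 by 7.02 ± 0.44 (adjusted p = 3.44e-07). Ppara fell 30-fold (-4.91 ± 0.18, adjusted p = 8.44e-09), and Otc and Ces1f, a carboxylesterase, also fell (-8.30 ± 0.32, adjusted p = 1.10e-08 and -8.50 ± 0.30, adjusted p = 7.14e-09). In total 5345 probe sets rose and 4135 fell, 9480 of 45037, for 5102 genes.

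ER genes rose without ATF6a. Of ER chaperones and folding enzymes, 17 of 22 rose and 0 fell, or 17 and 0 adjusted over the list alone (median 1.26, camera adjusted p = 2.24e-10, adjusted p = 0.115 with an estimated correlation), with Manf, a secreted ER stress protein, at 2.84 ± 0.17. Among ER-associated degradation genes, 12 of 16 rose and 0 fell, or 12 and 1 adjusted over the list alone (median 1.59, camera adjusted p = 1.58e-07, adjusted p = 0.12 with an estimated correlation). All 5 ATF6a-dependent genes, named by the study for these samples and so not independent evidence, rose, also adjusted over the list alone. The median was 1.02 (camera adjusted p = 2.53e-04, or 0.114 with an estimated correlation). Derl3 was at 4.18 ± 0.28 and Dnajc3, a chaperone cofactor, at 2.17 ± 0.19 by its brightest probe set. The other Dnajc3 probe sets were at 0.35 (adjusted p = 0.12) to 1.47. Pdia4 (0.91 ± 0.15, adjusted p = 5.04e-04), Dnajb11 (0.87 ± 0.17, adjusted p = 0.0016) and Hsp90b1 (1.02 ± 0.16, adjusted p = 3.58e-04) no longer passed with the Btf3 and Ppia scaling, at 0.40, 0.35 and 0.51, over ranges of adjusted p of 5.33e-04 to 0.0604, 3.70e-04 to 0.045 and 9.04e-05 to 0.00716. In PERK and ATF4 targets, 16 of 23 rose and 2 fell, or 16 and 2 adjusted over the list alone (median 1.62, camera adjusted p = 2.79e-05, adjusted p = 0.167 with an estimated correlation). Of aminoacyl-tRNA synthetases, 11 of 12 rose and 0 fell, or 11 and 0 adjusted over the list alone (median 1.58, camera adjusted p = 2.79e-06, adjusted p = 0.172 with an estimated correlation). In translocation, glycosylation and ER-Golgi transport, 29 of 33 rose and 0 fell, or 29 and 0 adjusted over the list alone (median 1.41, camera adjusted p = 2.60e-15, adjusted p = 0.115 with an estimated correlation). Proteasome subunits had a positive median that turned to -0.32 with the Btf3 and Ppia scaling: 5 of 31 rose and 0 fell, or 5 and 0 adjusted over the list alone (median 0.19, camera adjusted p = 0.0305, adjusted p = 0.669 with an estimated correlation). That call was lost without Atf6a-/- vehicle animal 3 or Atf6a-/- tunicamycin animals 2 or 3 (adjusted p = 0.231, 0.0887 and 0.0525), within a range of 0.00576 to 0.669.

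Most listed hepatocyte genes fell in Atf6a-/- livers. For coagulation and complement, 0 of 23 rose and 20 fell, or 0 and 20 adjusted over the list alone (median -2.88, camera adjusted p = 9.66e-14, adjusted p = 0.114 with an estimated correlation). Of apolipoproteins, 0 of 20 rose and 18 fell, or 0 and 18 adjusted over the list alone (median -2.09, camera adjusted p = 7.53e-12, adjusted p = 0.11 with an estimated correlation), of bile acid genes, 0 of 18 rose and 14 fell, or 0 and 14 adjusted over the list alone (median -2.53, camera adjusted p = 6.51e-10, adjusted p = 0.11 with an estimated correlation), and of drug-metabolising enzymes, 2 of 18 rose and 16 fell, or 2 and 16 adjusted over the list alone (median -2.81, camera adjusted p = 5.25e-10, adjusted p = 0.061 with an estimated correlation). In urea cycle and amino acid catabolism, 0 of 17 rose and 16 fell, or 0 and 16 adjusted over the list alone (median -2.29, camera adjusted p = 5.25e-10, adjusted p = 0.114 with an estimated correlation), and in glucose and glycogen metabolism, 1 of 12 rose and 9 fell, or 1 and 10 adjusted over the list alone (median -2.18, camera adjusted p = 3.90e-05, adjusted p = 0.167 with an estimated correlation). Among acute-phase proteins, 1 of 19 rose and 15 fell, or 1 and 15 adjusted over the list alone (median -3.21, camera adjusted p = 5.99e-09, adjusted p = 0.115 with an estimated correlation). In fatty acid oxidation and ketogenesis, 1 of 22 rose and 16 fell, or 1 and 17 adjusted over the list alone. The median was -1.11 (camera adjusted p = 2.41e-10, or 0.114 with an estimated correlation). Pdk4, which restrains pyruvate oxidation, rose by 3.29 ± 0.79.

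Most listed lipid genes fell. For fatty acid and triglyceride synthesis, 1 of 20 rose and 13 fell, or 1 and 13 adjusted over the list alone (median -2.78, camera adjusted p = 1.41e-07, adjusted p = 0.114 with an estimated correlation), with Fasn at -3.17 ± 0.39. Of cholesterol synthesis and uptake genes, 1 of 19 rose and 15 fell, or 1 and 15 adjusted over the list alone (median -2.02, camera adjusted p = 3.27e-07, adjusted p = 0.172 with an estimated correlation). Liver-enriched transcription factors and cofactors fell: 0 of 19 rose and 16 fell, or 0 and 17 adjusted over the list alone (median -1.80, camera adjusted p = 2.24e-10, adjusted p = 0.061 with an estimated correlation). For the metabolic genes named by the study for these samples, which are not independent evidence, 0 of 9 rose and 8 fell, or 0 and 8 adjusted over the list alone (median -3.17, camera adjusted p = 1.09e-06, adjusted p = 0.061 with an estimated correlation). Among Kupffer cell and macrophage markers, 3 of 14 rose and 8 fell, or 3 and 8 adjusted over the list alone (camera adjusted p = 0.0918), with Cd14 at 5.63 ± 0.37, Cd68 at 3.07 ± 0.34 and Clec4f at -1.76 ± 0.26. That list passed without Atf6a-/- vehicle animal 2 or tunicamycin animals 1 or 2 (adjusted p = 0.0452, 0.0286 and 0.0294, range 0.0286 to 0.679). Of neutrophil markers, 2 of 11 rose and 0 fell, or 2 and 0 adjusted over the list alone (camera adjusted p = 0.108). S100a8 was at 4.67 ± 0.44. The list passed by fry and without Atf6a-/- tunicamycin animal 2 (adjusted p = 0.00759 and 0.0294, highest 0.449). In endothelial cell markers, 0 of 14 rose and 5 fell, or 0 and 5 adjusted over the list alone (camera adjusted p = 0.0702), Stab2, a scavenger receptor of sinusoids, was at -1.18 ± 0.20, and the list passed without Atf6a-/- vehicle animal 3 or Atf6a-/- tunicamycin animal 1 (adjusted p = 0.0226 and 0.0119, range 0.0119 to 0.505).

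Camera called 20 of 31 lists, 8 upward and 12 downward, and 0 with an estimated correlation. That correlation gave the 20 their highest adjusted p tried (0.061 to 0.669), with the lowest between 1.05e-25 and 0.00576. The means of 19 of the 20 called lists were apart in all animals, proteasome subunits being the exception. The Btf3 and Ppia scaling moved the median of all genes by -0.52 and the spike-in scaling by 0.49, with 20714 and 17334 changed probe sets.

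The responses of both genotypes, which share no array, were then set side by side. Of the 2353 probe sets changed in wild-type livers, 2053 (87.2%) changed the same way in Atf6a-/- livers, against 247.7 for independent lists, 24 changed the opposite way and 276 were not called. A further 7403 were called in Atf6a-/- livers and not in wild-type livers. Across 18193 genes, which are not independent replicates, the responses had a Pearson r of 0.69 and a Spearman rho of 0.58, against r from -0.05 to 0.08 in simulated data without effects, and a covariance of 0.33 against -0.0001. Over the 1330 genes changed in wild-type livers the slope was 1.46, the median ratio was 1.51, and 76.7% had a larger change in Atf6a-/- livers. Leaving out wild-type tunicamycin animal 2 gave r = 0.56 and leaving out wild-type vehicle animal 1 gave r = 0.64.

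**Figure D3:**
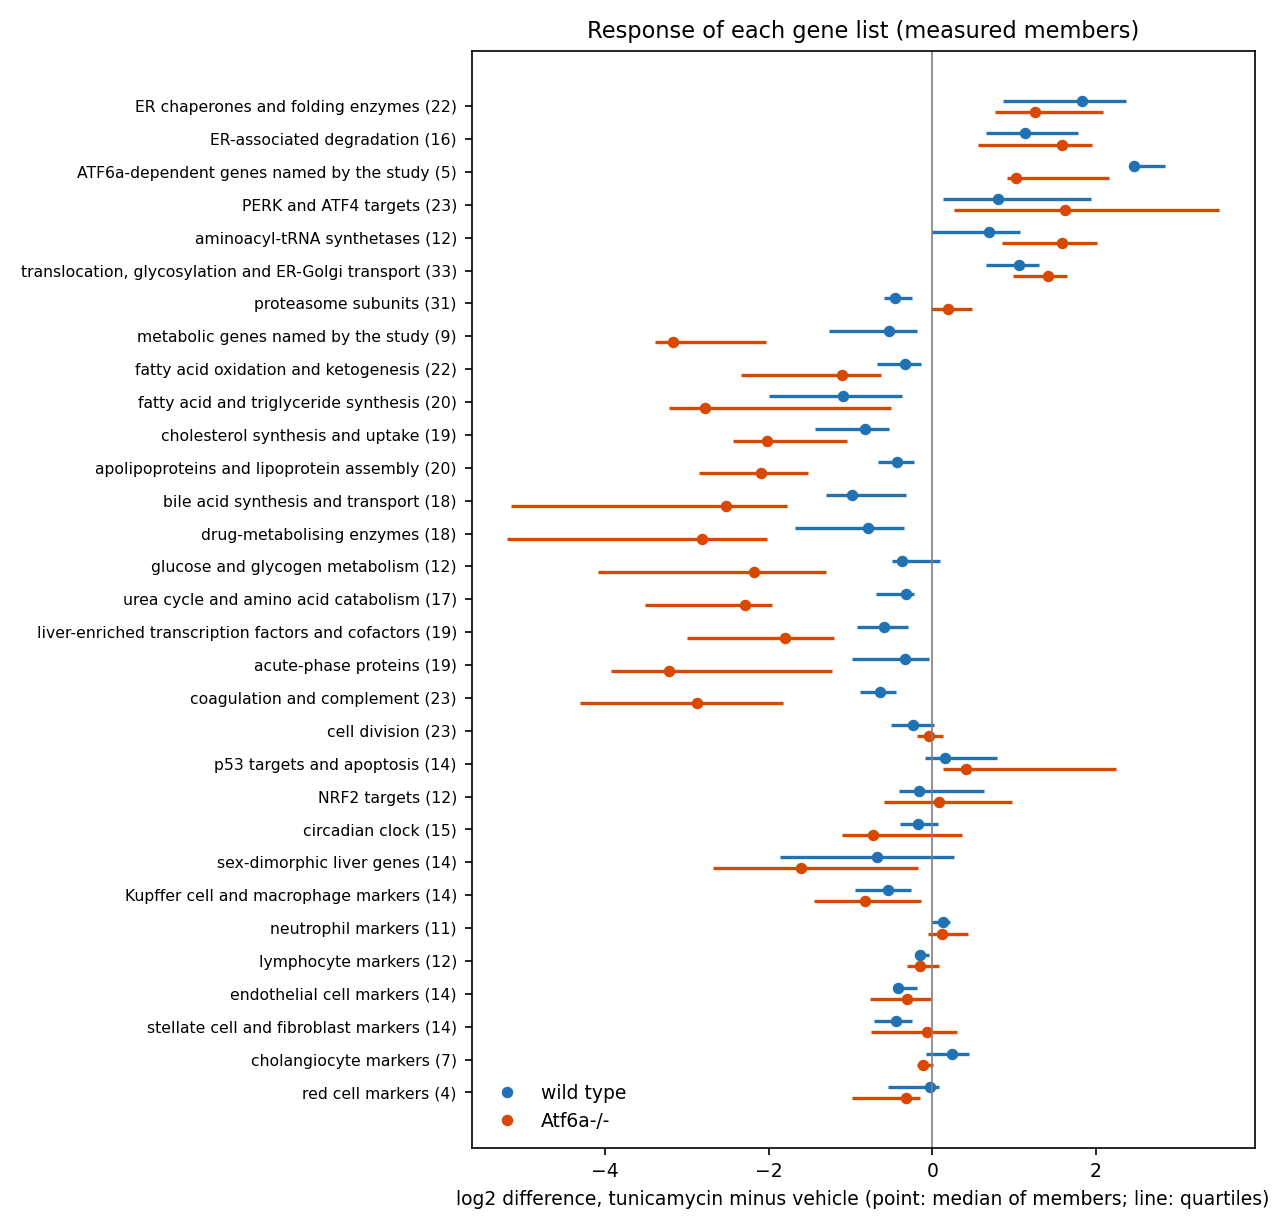
Median log2 response to tunicamycin, with quartiles as bars, of the members of each list in wild-type and in Atf6a-/- livers. ER chaperones had medians of 1.83 and 1.26, and drug-metabolising enzymes of -0.78 and -2.81.

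The fourth comparison asked whether the livers differed by genotype before any stress. After vehicle, Atf6 was the only changed probe set of 45037 (-1.71 ± 0.15, adjusted p = 0.00611), lower in all 3 Atf6a-/- animals than in all 3 wild-type animals. Its adjusted p ranged from 0.0017 to 0.0714 over 21 alternative fits. ER chaperones did not pass as a list (camera adjusted p = 0.323). They did without wild-type or Atf6a-/- vehicle animal 3 (adjusted p = 0.0436 and 0.0178, range 0.0178 to 0.998 by fry). Manf was at 0.43 ± 0.17, adjusted p = 1. In the list of cholesterol synthesis and uptake, 0 of 19 members passed and all 19 had positive differences, and its camera call was lost with an estimated correlation (adjusted p = 0.272), with Msmo1 at 1.44 ± 0.36, adjusted p = 1 and Sqle, squalene epoxidase, at 1.54 ± 0.58, adjusted p = 1.

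Camera called 4 lists after vehicle. For cholesterol synthesis and uptake, 0 of 19 were higher and 0 lower, or 8 and 0 adjusted over the list alone (median 0.73, camera adjusted p = 3.53e-20, adjusted p = 0.272 with an estimated correlation). Its mean difference was 0.74, with an exact permutation p of 0.1 (two-sided), the smallest that 10 splits allow. Of acute-phase proteins, 0 of 19 were higher and 0 lower, or 1 and 0 adjusted over the list alone (median 0.19, camera adjusted p = 5.58e-06, adjusted p = 0.683 with an estimated correlation), with a mean of 0.72 and with Saa2 and Lcn2, both secreted in inflammation, at 3.81 ± 0.99 and 2.52 ± 1.04. In fatty acid oxidation and ketogenesis, 0 of 22 were higher and 0 lower, or 0 and 0 adjusted over the list alone (median -0.18, camera adjusted p = 7.55e-07, adjusted p = 0.683 with an estimated correlation), with Pdk4 at -1.98 ± 0.79. Translocation, glycosylation and ER-Golgi transport had a smaller shift: 0 of 33 were higher and 0 lower, or 0 and 0 adjusted over the list alone (median 0.11, camera adjusted p = 0.0155, adjusted p = 0.898 with an estimated correlation). This call was lost without wild-type vehicle animal 1 or Atf6a-/- vehicle animals 1 or 2 (adjusted p = 0.781, 0.61 and 0.237). Over alternatives, the 4 adjusted p ranged from 2.28e-36 to 0.547, 2.27e-10 to 0.998, 4.19e-08 to 0.848 and 9.93e-07 to 0.998 in this order. Each highest p came from the directional fry test. Cholesterol synthesis was the only called list whose means were apart in all 6 animals. Median, mean and test differed in sign for ATF6a-dependent genes, metabolic genes named by the study, apolipoproteins and endothelial markers, none of them called.

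Leaving out 1 vehicle array changed these counts. No probe set was called by limma without wild-type vehicle animal 1 or 2 or Atf6a-/- vehicle animal 2 or 3, while 1285 had an unadjusted p under 0.05 with all arrays. Without wild-type vehicle animal 3 the count was 3, and without Atf6a-/- vehicle animal 1 it was 4. Camera called 9 lists without wild-type vehicle animal 3 and 8 without Atf6a-/- vehicle animal 3. In simulated data of the same size, 52% of seeded 1.5-fold and 92% of 2-fold differences were recovered.

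The interaction tested whether the tunicamycin response itself differed between genotypes. Hepatocyte genes of several lists fell further in Atf6a-/- livers, Serpind1 by 30.6-fold (-4.94 ± 0.23, adjusted p = 7.53e-07) and Abcg5 as well (-5.77 ± 0.34, adjusted p = 3.30e-06), and Ppara and Cebpa also did (-3.70 ± 0.25, adjusted p = 7.81e-06 and -2.16 ± 0.33, adjusted p = 0.00161). Of 22 ER chaperones and folding enzymes, 6 passed downward, among them Pdia4 by 3.83-fold (-1.94 ± 0.21, adjusted p = 1.86e-04) and Creld2 by 5.07-fold (-2.34 ± 0.34, adjusted p = 0.00107), and 2 passed upward. The interaction passed for 4565 probe sets, 2532 with a more positive and 2033 with a more negative response in Atf6a-/- livers, for 2594 genes. With Btf3 and Ppia scaling 793 were more positive and 5152 more negative, and with spike-in scaling 2914 and 1460.

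Among ER chaperones and folding enzymes, 2 of 22 passed upward and 6 downward, or 2 and 7 adjusted over the list alone (camera adjusted p = 6.42e-04, adjusted p = 0.401 with an estimated correlation), with Ero1a at 1.20 ± 0.19 in the upward part. Of the ATF6a-dependent genes named by the study for these samples, which are not independent evidence, 0 of 5 passed upward and 3 downward, or 0 and 3 adjusted over the list alone (camera adjusted p = 4.59e-04, or 0.12 with an estimated correlation). Dnajc3 did not pass (-0.302), but all its dimmer probe sets did (-0.804 to -1.205). For aminoacyl-tRNA synthetases, 4 of 12 passed upward and 0 downward, or 8 and 0 adjusted over the list alone (camera adjusted p = 5.14e-05, adjusted p = 0.308 with an estimated correlation), and for proteasome subunits, 9 of 31 passed upward and 0 downward, or 14 and 0 adjusted over the list alone (camera adjusted p = 6.88e-09, adjusted p = 0.353 with an estimated correlation). In urea cycle and amino acid catabolism, 0 of 17 passed upward and 14 downward, or 0 and 16 adjusted over the list alone (camera adjusted p = 8.70e-13, adjusted p = 0.0994 with an estimated correlation). Of coagulation and complement genes, 0 of 23 passed upward and 16 downward, or 0 and 17 adjusted over the list alone (camera adjusted p = 5.04e-14, adjusted p = 0.0994 with an estimated correlation). Among drug-metabolising enzymes, 0 of 18 passed upward and 13 downward, or 2 and 14 adjusted over the list alone (camera adjusted p = 1.69e-10, adjusted p = 0.061 with an estimated correlation). In cholesterol synthesis and uptake, 0 of 19 passed upward and 5 downward, or 1 and 6 adjusted over the list alone (camera adjusted p = 2.30e-04, adjusted p = 0.362 with an estimated correlation). Its median of -0.73 mirrors the vehicle difference of 0.73, while after tunicamycin the list was not called between genotypes. Camera called 17 of 31 lists, 3 upward and 14 downward, and 0 with an estimated correlation. That correlation gave the 17 their highest adjusted p tried, with the lowest between 2.63e-16 and 1.29e-04. Median, mean and test differed in sign for ER-associated degradation, Kupffer cell markers and endothelial markers, none of them called. PERK and ATF4 targets (camera adjusted p = 0.0564) passed without wild-type vehicle animal 2, wild-type tunicamycin animal 2 or Atf6a-/- tunicamycin animal 3 (adjusted p = 0.0485, 0.00187 and 0.0237), and with the mean of probe sets, the replicate block or Btf3 and Ppia scaling (adjusted p = 0.0337, 0.0471 and 4.48e-05, range 4.48e-05 to 0.519). Without wild-type tunicamycin animal 2, 6201 probe sets passed, and the Btf3 and Ppia scaling moved the median of all genes by -0.44 and the spike-in scaling by 0.17.

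The study sorts genes by several criteria, and 2 of them, the wild-type response and the difference between genotypes after tunicamycin, were crossed here with limma calls. Of the 6458 probe sets that met the second criterion, 5265 (81.5%) were not changed by tunicamycin in wild-type livers, 1052 differed in the direction of the wild-type change and 141 in the opposite direction. With unadjusted p the second criterion alone held in 5166 (73.0%), and the t-test of the study's methods with unadjusted p gave 5884 for the second criterion. In the first class were Cpt1a, Pck1 and Ppargc1a, at -2.12 ± 0.14, -5.80 ± 0.50 and -4.21 ± 0.41 between genotypes. Ppara and Cebpa fell in wild-type livers and were lower still in Atf6a-/- livers, and Pdia4, Derl3, Dnajb11 and Creld2 rose in wild-type livers and rose less in Atf6a-/- livers. Both criteria use the wild-type tunicamycin arrays, so that noise alone gives a negative relation. Over 20 simulated data sets of independent genes without effects, r was -0.49 and the covariance -0.02, against an observed r of 0.35 and covariance of 0.12. The highest simulated number of probe sets meeting both criteria in the same direction was 0, and the independent-list numbers were 68.6 lower in both and 100.1 higher in both, against 539 and 513 observed. Without wild-type tunicamycin animal 2, 6402 probe sets met the second criterion alone.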

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

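Tests of spike-in scaling, reference shifts, RNA quality, hepatocyte share, exchanged labels, single vehicle animals and sex were chosen only after the results were seen, while those of mixed RNA, of Btf3 and Ppia scaling for the cholesterol list and of other splits of the arrays were written before.

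The tunicamycin response differed between genotypes in 4565 probe sets, by the test of the interaction itself. Among the lists it differed in 17 by camera, and brackets hold the adjusted p with an estimated correlation. Median interactions in hepatocyte lists were metabolic genes -1.92 (0.061), fatty acid oxidation and ketogenesis -0.63 (0.0994) and fatty acid and triglyceride synthesis -0.66 (0.278). Apolipoproteins and lipoprotein assembly had -1.65 (0.0779) and bile acid synthesis and transport -1.42 (0.0938). Cholesterol synthesis and uptake had -0.73 (0.362), which mirrors the vehicle difference, with a median of -0.11 after tunicamycin. Further medians were drug-metabolising enzymes -1.93 (0.061), glucose and glycogen metabolism -1.78 (0.12) and urea cycle and amino acid catabolism -1.97 (0.0994). Liver-enriched transcription factors and cofactors had -1.04 (0.061), acute-phase proteins -1.95 (0.0994) and coagulation and complement -1.67 (0.0994). For ER and protein-quality lists, brackets hold the adjusted p with an estimated correlation. Medians were ER chaperones and folding enzymes -0.39 (0.401), ATF6a-dependent genes -1.54 (0.12) and aminoacyl-tRNA synthetases 0.94 (0.308). Translocation, glycosylation and ER-Golgi transport had 0.46 (0.46) and proteasome subunits 0.56 (0.353). Metabolic and ATF6a-dependent genes are those named by the study for these samples and no independent evidence.

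In 15 genes tunicamycin had opposite effects in wild-type and Atf6a-/- livers, called in each, with a called interaction. Among them, picked after their values were seen, were Socs2 (-2.61 ± 0.45 and 1.53 ± 0.45, interaction adjusted p = 0.00158), Cyp3a13 (1.16 ± 0.30 and -2.05 ± 0.30, interaction adjusted p = 5.81e-04) and Plin3 (-0.94 ± 0.19 and 1.38 ± 0.19, interaction adjusted p = 2.36e-04). The wild-type call of Cyp3a13 changed with single arrays left out, with adjusted p from 0.013 to 0.128 over the alternatives.

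The 96 members of 5 hepatocyte lists had a median difference of -1.70 between Atf6a-/- and wild-type livers after tunicamycin, with quartiles of -3.03 and -1.15. The tables argue against array scaling, since the median stayed at -1.47 with the spike-in shift, and against degraded RNA, since the actin 3' to 5' difference was -0.239 log2 relative to the wild-type tunicamycin arrays. Sex as the whole cause is argued against by a median of -1.79 with the Xist level as a covariate and of -1.73 in the Xist-low animals alone. A lower share of hepatocytes was first tested by the percentage of members that fell by less than 1.5-fold or rose, and 16.7% lay between the bounds of 10% and 20% set for it, so this test decided nothing. A second test, whose bounds were written with its value known, argues against it as the cause of the whole pattern. A share loss that lowers the members by this much would raise the markers of all other cells, but the markers of all 7 other cell types (76) had a median of -0.032, and 51 markers of endothelial, stellate, lymphoid, bile duct and red cells one of -0.025 (quartiles -0.153 and 0.207, median 0.206 with the spike-in and -0.455 with the Btf3 and Ppia shift), and the 17 of them with a mean level over 7 one of -0.205 (quartiles -0.434 and 0.047). The 25 Kupffer cell and neutrophil markers, not among the 51, had a median of -0.044, but Cd14 (4.98), Cd68 (2.93) and S100a8 (2.22) were higher, and a change in those cells stays open. Abundant members that did not pass were Tat (-0.255), Serpinc1 (-0.243) and Cfi (-0.022), and Cyp2a12 was higher (0.939), all picked after their values were seen. A smaller share loss as part of the pattern stays open after the undecided first test, as does an effect of the genotype within hepatocytes, which was not tested, and age was not tested.

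Wild-type tunicamycin animal 2 lay at 29.5 on the first principal component, toward the Atf6a-/- tunicamycin arrays, and its group at -12.9 and -11.9. An exchange of labels with that group is argued against by its lowest array, at 113.6, and poorer RNA by an actin 3' to 5' difference of -0.016 relative to the higher of the other animals. Mixed-in RNA of an Atf6a-/- tunicamycin liver would need a share of 0.428 by genes lower there and of 0.266 by genes higher there, and the difference of 0.162 lay between the bounds of 0.1 and 0.2 set for it. A further reading from 8 ER genes gave -0.265 for this animal and 0.324 for animal 3, for which no mixing was proposed, and so decides nothing. Mixed RNA and a stronger response of this animal cannot be told apart, and its age was not tested.

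After vehicle, the cholesterol synthesis list had a mean difference of 0.74 between genotypes, with positive differences in 19 of 19 members. Its adjusted p was 3.53e-20 by camera, 0.272 with an estimated correlation and 0.547 by fry. The lowest mean with 1 vehicle array left out was 0.462, against a single animal as the whole cause, although the mean fell by over 1.5 times without wild-type vehicle animal 1. The animal means relative to wild-type vehicle livers were -0.555, 0.124 and 0.431 in wild-type and 1.163, 0.58 and 0.474 in Atf6a-/- animals 1, 2 and 3, so that the Xist-high animal 1 of each group differed by 1.72 and the other 4 animals by 0.250. A mean of 0.742 with the Xist level as a covariate and of 0.750 with the Btf3 and Ppia shift decide nothing, since each group held 1 Xist-high animal and the shift moved the median of all genes by 0.010. Array scaling as the whole cause is argued against by the references themselves, which differed between the groups by at most 0.060 ± 0.132 (spike-ins). Sex together with genotype cannot be told apart from an effect of the genotype alone, which is a candidate explanation. Age was not tested, and the exact permutation p of 0.1 is the smallest that 10 splits allow.

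Each simple contrast has 10 splits of its 6 arrays, too few for a share under 0.05. For changed probe sets, the real count and the highest other were 2353 and 1 in the wild-type response (1 split as large), 6458 and 3 between genotypes after tunicamycin (1), 9480 and 0 in the Atf6a-/- response (1), and 1 and 1 after vehicle (2). For called lists they were 23 and 17 (1), 16 and 19 (3), 20 and 19 (1), and 4 and 11 (10). For the interaction, 9 of 100 splits gave as many probe sets (4565, highest other 5455) and 16 of 100 as many lists (17, highest other 18), so chance was not excluded by these counts. All 9 of those splits were among the 15 that kept both tunicamycin groups whole, and the highest count of the remaining splits was 1, which points to the tunicamycin groups as the structure that they follow.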

How the results depend on the processing

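The spike-in scaling was chosen after seeing the data, and the other settings before. No call turned opposite under its alternatives. The call of proteasome subunits in the Atf6a-/- response was lost with Btf3 and Ppia scaling (adjusted p = 0.335, range 0.00576 to 0.669), and their mean turned from 0.274 to -0.242 as that scaling moved the median of all genes by -0.516. Of other values for single genes and lists, 6756 kept their direction and side of the threshold, 321 no longer passed and 142 newly passed. Of the values that answer a comparison, 183 stayed and 45 moved, listed here in the order wild-type response, genotypes after tunicamycin, Atf6a-/- response, genotypes after vehicle, interaction. The cause was not tested except where fewer genes or a stricter threshold give it by construction.

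Btf3 and Ppia scaling gave 11198 (genotypes after tunicamycin) and 20714 (Atf6a-/- response) changed probe sets, of which 14.3% and 12.7% were higher (59.2% and 56.4% with the deposited values), and spike-in scaling gave 4493 (wild-type response) and 17334 (Atf6a-/- response), 86.6% and 86.4% higher (50.1% and 56.4% as deposited). Over 2-fold left 1145, 3277 and 5677, and 2961 for the interaction, with 2811 probe sets meeting only the second criterion of the study. By gene there were 1391, 3668, 5148 and 2763 (highest probe set) or 1099, 2989, 4316 and 2363 (mean of probe sets). The t-test of the methods with adjusted p gave 1 in the wild-type response and 1253 between genotypes after tunicamycin. After vehicle it gave 0 probe sets adjusted and 38 unadjusted, and limma 1 adjusted and 105 unadjusted and over 1.5-fold.

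Called lists with an estimated correlation numbered 2, 0, 0, 0 and 0, against 23, 16, 20, 4 and 17 with the preset one. The mixed fry test called 27 between genotypes after tunicamycin and 0 after vehicle, and directional fry 0 after vehicle. Lists called after vehicle were 7 with the mean of probe sets, 8 with the replicate block, 7 with the Xist level, 7 without dim probe sets and 8 with Btf3 and Ppia scaling.

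With 1 array left out, changed probe sets ranged over 1754-2502, 5236-7515, 9052-9340, 0-4 and 3191-6201, called lists over 19-23, 16-18, 20-22, 4-9 and 17-20, the correlation of both responses over 0.561-0.716 and the second criterion alone over 4201-6402. The vehicle counts without single arrays are given above. Same-number arrays of wild-type tunicamycin and Atf6a-/- vehicle livers, which meet only in the interaction, correlated at 0.115, 0.114 and 0.120 about their group means, each best with its own number. In the other 5 combinations of groups not every pair was over 0.1, so the numbers were not taken as pairs. With the numbers as a block, 2504, 6628, 9590, 1 and 4803 probe sets and 22, 17, 21, 8 and 18 lists were called. The number of arrays limits what small changes can be seen: 24%, 30%, 32%, 52% and 2% of simulated 1.5-fold differences were recovered.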

Other observations

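The tests of clock phase and of secreted proteins below were chosen only after the results were seen. Clock genes shifted after tunicamycin in Atf6a-/- livers: in the circadian list, 3 of 15 rose and 8 fell, or 3 and 8 adjusted over the list alone. Arntl, a core activator of the clock, rose by 2.53 ± 0.51 and Cry1, a repressor, by 2.45 ± 0.32, while Dbp and Hlf, output factors of the clock, fell by 5.20 ± 0.31 and 2.46 ± 0.20. As a list they missed the camera test (adjusted p = 0.0515). They passed it without Atf6a-/- vehicle animal 3 or tunicamycin animals 1 or 3 (adjusted p = 0.0281, 0.0419 and 0.0283). The range was 5.38e-05 (fry) to 0.339. In wild-type livers, 0 of 15 rose and 1 fell, or 0 and 2 adjusted over the list alone (camera adjusted p = 0.216). Of p53 targets and apoptosis genes in Atf6a-/- livers, 6 of 14 rose and 1 fell, or 6 and 2 adjusted over the list alone (camera adjusted p = 0.0355, adjusted p = 0.282 with an estimated correlation), with a median of 0.41 that turned to -0.10 under Btf3 and Ppia scaling. That call was lost without Atf6a-/- tunicamycin animal 1 and without dim probe sets (adjusted p = 0.0515 and 0.0873, range 4.84e-04 to 0.282). Cdkn1a, the cell cycle inhibitor p21, rose by 5.71 ± 0.70 and Gadd45a, a growth arrest protein, by 4.85 ± 0.64. In wild-type livers, 1 of 14 rose and 0 fell, or 4 and 0 adjusted over the list alone (camera adjusted p = 0.0982), and the list passed without tunicamycin animal 1 (adjusted p = 0.0193, range 0.0193 to 0.404).

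NRF2 targets, which answer oxidative stress, went both ways in Atf6a-/- livers after tunicamycin: 3 of 12 rose and 3 fell, or 3 and 3 adjusted over the list alone (camera adjusted p = 0.998). Srxn1, a sulfiredoxin, rose by 4.64 ± 0.38 and Abcc4, an export pump, by 3.57 ± 0.66, while both subunits of the enzyme that starts glutathione synthesis, Gclc and Gclm, fell by 2.04 ± 0.18 and 1.53 ± 0.17. In wild-type livers, 0 of 12 rose and 2 fell, or 0 and 2 adjusted over the list alone (camera adjusted p = 0.547), with a median of -0.16, a mean of 0.07 and a test pointing downward. Cell division genes in wild-type livers were called downward (0 of 23 rose and 1 fell, or 0 and 1 adjusted over the list alone; median -0.23, camera adjusted p = 0.0461, adjusted p = 0.41 with an estimated correlation), and their median turned to 0.09 with the spike-in scaling. That call was lost without wild-type vehicle animals 2 or 3 or wild-type tunicamycin animals 1 or 3 (adjusted p = 0.0591, 0.252, 0.177 and 0.0871, range 0.00179 to 0.41). In Atf6a-/- livers, 2 of 23 rose and 1 fell, or 2 and 1 adjusted over the list alone (camera adjusted p = 0.998), with Mcm7, a replication helicase subunit, at 2.44 ± 0.38 and the mitotic kinase Cdk1 at -0.92 ± 0.18, and median (-0.04) and mean (0.09) differed in sign. Of lymphocyte markers in Atf6a-/- livers, 0 of 12 rose and 1 fell, or 0 and 1 adjusted over the list alone (camera adjusted p = 0.255), of stellate cell markers, 1 of 14 rose and 3 fell, or 1 and 3 adjusted over the list alone (camera adjusted p = 0.711), of cholangiocyte markers, 0 of 7 rose and 0 fell, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.711), of red cell markers, 0 of 4 rose and 1 fell, or 0 and 1 adjusted over the list alone (camera adjusted p = 0.266), and of sex-dimorphic genes, 0 of 14 rose and 0 fell, or 0 and 0 adjusted over the list alone (camera adjusted p = 0.255), a list that passed with the Xist level as a covariate (mean -1.665, adjusted p = 0.017, range 0.017 to 0.552).

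A shifted clock phase was put as a hypothesis: Arntl, Clock and Npas2 higher, and Dbp, Tef, Hlf, Nr1d1, Nr1d2, Per2, Per3 and Ciart lower after tunicamycin in Atf6a-/- livers. Of these 11 genes, 10 were called in that direction and 0 in the other by limma, Npas2 being the exception, against 1 of the 8 opposite-phase genes in wild-type livers. This may reflect a clock held at another phase, found and tested on the same data. The times of day at which the animals were killed were not tested. A second hypothesis, that transcripts of secreted proteins fall more than those of proteins that stay in the cell, was not borne out: the median of 56 secreted members minus that of 68 intracellular ones was 0.154 (-1.57 against -1.72 between genotypes after tunicamycin, permutation p = 0.422, two-sided, with 100000 resamples over genes).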
